A study of Homo sapiens with 24 samples. Its data were reported in "Ligand Independent and Subtype-Selective Actions of Thyroid Hormone Receptors in Human Adipose Derived Stem Cells" (2016).

How the data were processed

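Human adipose-derived stem cells (hADSC), a population of mesenchymal progenitors grown from fat tissue, were measured as such and after differentiation to adipocytes, chondrocytes or osteoblasts. Each of the 4 cell types was sampled without added hormone (control, 0 h) and after 18 h with 100 nM triiodothyronine (T3), the active thyroid hormone. Each of these 8 groups had 3 arrays, so that 24 arrays were analysed. Groups and replicate numbers were taken from the labels. The labels give the control arrays a time of 0 h and the T3 arrays 18 h, and the study calls the controls untreated. Whether control cells were harvested at 0 h or kept for 18 h without T3 is not given in the sources used here; in the first case hormone and time in culture changed together in every cell type. The methods of the study give a T3 exposure of another length than the labels; the labels were followed here. Nothing in the labels says whether the 3 arrays of a group came from separate cultures, so that all p-values measure the spread between these arrays, which may be technical.

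RNA was hybridised to Illumina HumanHT-12 v4 BeadChips, on which each gene is read by 1 or more probes of fixed sequence. Each array gives a signal and a detection p-value per probe, the latter from comparison with negative control beads. The table deposited by the authors before normalization held the signal intensity of 47231 probes on each array, as exported by GenomeStudio, with a detection p-value beside each intensity in the deposited table. A separate value table deposited by the authors held log2 values of 28559 of these probes, which the study describes as background-subtracted and quantile-normalized with lumi. The versions of GenomeStudio and lumi are not given in the sources used here. All 24 columns of the authors' table were matched best by the array of the same name, with correlations of 0.994 to 0.995 across probes between each array's own normalized log2 values and the authors' log2 values. Every column of that table had a median of 6.32, as quantile normalization gives. The choice of probes in it is not explained, and it was used here only as an alternative.

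Normalization started from the signal intensities. Background was corrected with the normal-exponential model of limma (nec), with the negative controls inferred from the detection p-values and an offset of 16, followed by quantile normalization and log2. Probes with a detection p-value under 0.05 on at least 3 of the 24 arrays were kept, which left 25595 probes. Gene symbols came from the platform annotation, which lists 23716 probes of the authors' table with 1 symbol and 2 with several; 4841 were not in it, and 18672 probes stand only in the table before normalization. Symbols of 23698 probes were brought up to date by gene identifier against RefSeq annotation of assembly GRCh38.p14, which served for names alone. Of the probes kept, 15487 had 1 symbol, and the probe with the highest mean stood for its gene, giving 11741 genes, of which 2959 had more than 1 probe. No coordinates are given.

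The test was a linear model in limma 3.58.1 under R 4.3.3. All 24 arrays were fitted together with 8 group means, so that the groups share 1 estimate of the spread with 16 residual degrees of freedom, followed by empirical Bayes moderation. A gene was called at a change of 2-fold or more, a log2 change of 1 or more, and a Benjamini-Hochberg adjusted p of 0.05 or less, the thresholds of the study. The contrasts were of 3 kinds: T3 18 h against control in each cell type, each differentiated control against the hADSC control, and the T3 response of each differentiated type minus that of hADSC. All p-values are two-sided unless a Fisher exact test is named, which was one-sided for overlaps. A test on ranks or permutations of 3 arrays against 3 cannot give a p below 0.1, so that limma was used throughout. Unless stated otherwise, adjusted p in the report is that of limma, the error after ± is the standard error of the log2 change, and n = 3 arrays per group.

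A probe with a detection p-value of 0.05 or more on all 3 arrays of a group has only a bound there. Such changes are given as at least N-fold, from the bright group's mean against the mean, over the dim arrays, of the higher of the probe's own value and the lowest value among detected probes; where both groups were undetected no fold is given. The log2 change printed beside such a bound is the fitted one.

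The 22 gene lists were written before the data were examined, and the lists, the tests, the thresholds, the alternatives and the rule for named genes were fixed then. They cover markers of adipocytes, chondrocytes, osteoblasts and mesenchymal stromal surface; markers of endothelial, leukocyte and macrophage, and epithelial cells; cell cycle; glucocorticoid-responsive genes; established T3 targets; T3 genes named in the study text; thyroid hormone receptors, transport and deiodination; other nuclear receptors; cholesterol synthesis; fatty acid oxidation; circadian clock; contractile and smooth muscle genes; interferon response; inflammatory cytokines; integrated stress response; endoplasmic reticulum chaperones; and extracellular matrix. Of the T3 genes named in the study text, HR and KLF9 were known targets that the study measured separately, and the other 5 were named from these arrays, so that the list is no independent evidence of a T3 response. The established T3 targets share 3 members with that list and 2 with the glucocorticoid-responsive genes. Results of these lists are therefore not separate evidence. Lists were tested with camera in limma at a preset inter-gene correlation of 0.01, with adjustment over all lists and contrasts of a family (T3 or differentiation), and again with the correlation estimated per list. Members called are counted over all genes and, where said, adjusted over the list alone.

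Named genes are the 10 largest rises and 10 largest falls among called genes whose arrays do not overlap between the groups, 5 each way for the difference between T3 responses (where the arrays of the differentiated type were the ones required not to overlap), up to 4 members per list and contrast, and THRA, THRB, RXRA, NR2F1, RARG, HR, KLF9, TP53I11, PPARGC1A, APOE, IGF1 and DACT1 in every contrast. Symbols starting with LOC or HS. were passed over. THRB and HR stayed below the detection filter, HR being detected on 0 arrays and THRB on 2, and RARG had no probe with a listed symbol, so that these 3 genes were not tested.

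Alternatives were no background correction, scaling to a common median in place of quantile normalization, the authors' log2 table, no detection filter, a strict filter (detection p-value under 0.01 on all 3 arrays of a group), every probe as its own test, a fit of only the groups compared, the replicate number as a block, array weights, no minimum fold, an estimated inter-gene correlation, T3 18 h arrays in place of controls for differentiation, and leaving out each array in turn. An unadjusted p of 0.05 or less with the 2-fold threshold was added after the data were examined.

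Replicates carry the same numbers in every group. For T3 in chondrocytes the deviations of same-numbered control and T3 arrays from their group means correlated across genes at 0.110 to 0.324 in all 3 pairs, above the limit of 0.1 set for pairing; replicate 1 correlated more with another number, at 0.196, no other contrast had 3 pairs above the limit, and the labels do not say what the numbers mark. No slide or scan batch is given in the labels or files. No 2 arrays held identical values, and the highest correlation between 2 arrays was 0.995.

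The procedure was tested on simulated data made from T3 in osteoblasts with known changes over 11741 genes, in 5 runs. It called 94.6% of the genes changed 2.5-fold, 100% of those changed 4-fold and 0.299% of those changed 1.5-fold, which lie under the fold threshold; 60.6% of the latter passed the adjusted p. In the 5 runs 1 unchanged gene was called. Camera found the changed list in 5 of 5 runs and called 0 of 20 unchanged lists per run. The simulated genes varied independently and the unchanged lists were drawn at random. The runs thus do not test false calls for lists whose genes vary together.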

Results

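Expression was measured in hADSC and in adipocytes, chondrocytes and osteoblasts made from them, each without T3 and after 18 h of 100 nM T3, with 3 arrays in each of the 8 groups. Between 40.9% and 45.3% of probes were detected per array, which is 19303 to 21383 probes, and the median signal ranged from 66.8 to 106. The mean correlation of an array with the others of its group was 0.989 to 0.994. The 3 arrays per group limit the precision of every value. The design asks which genes separate hADSC from their differentiated progeny and which genes respond to T3 in each cell type.

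Cell type dominated the arrays. The first principal component held 47.8% of the variance and set hADSC at one end and adipocytes at the other, and the second, with 30.6%, set chondrocytes and osteoblasts apart from both. Control and T3 arrays of a cell type lay next to each other on both components.

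**Figure D1:**
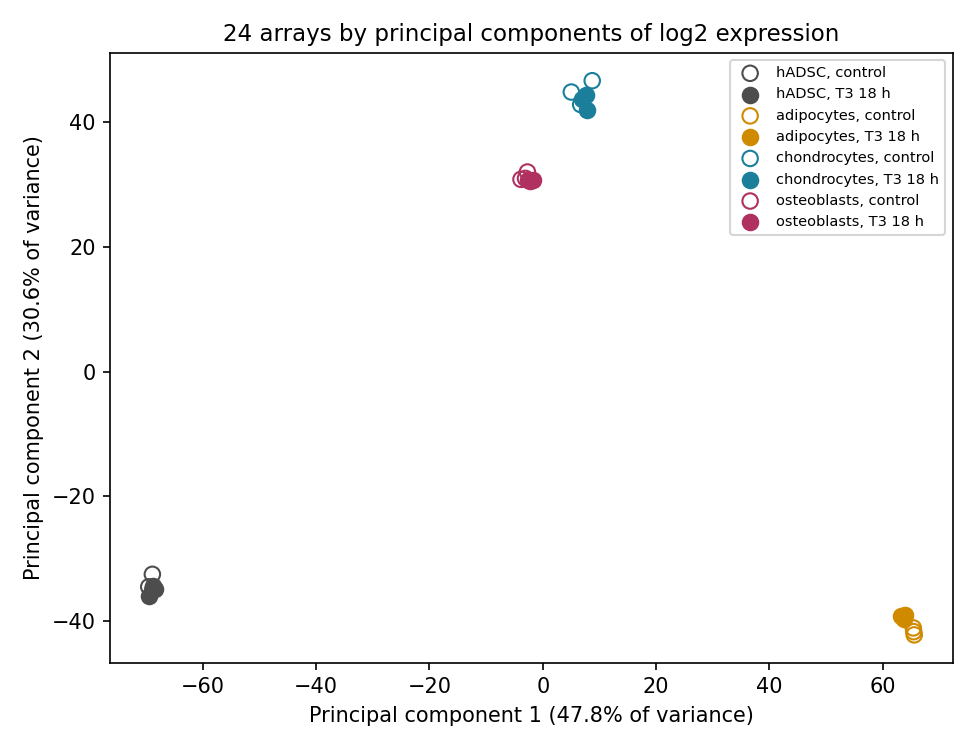
Each point is 1 of 24 arrays placed by the first and second principal components of log2 expression over 11741 genes (unitless scores), open for control and filled for T3 18 h, coloured by cell type. The arrays fall into 4 clusters by cell type along axes holding 47.8% and 30.6% of the variance, with control and T3 arrays together in each.

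Differentiation to adipocytes raised genes of fat storage by wide margins. CIDEC, which coats lipid droplets, was higher by 9.50 ± 0.101 on the log2 scale and at least 429-fold, LPL, the lipase that frees fatty acids from lipoproteins, by at least 418-fold, THRSP, a regulator of lipogenesis, by at least 315-fold and PLIN1, another lipid droplet protein, by at least 178-fold. FABP4, a fatty acid carrier, rose 254-fold, ACACB, an acetyl-CoA carboxylase, 330-fold and APOE, an apolipoprotein, at least 164-fold; outside fat storage ADH1A, an alcohol dehydrogenase, rose 329-fold and MAOA, monoamine oxidase A, at least 256-fold. Of 26 measured adipocyte markers 25 rose and 0 fell, with a median log2 change of 6.35 (camera adjusted p = 5.6e-24). Genes of cell division moved the other way. UBE2C, which marks mitotic proteins for degradation, fell by 7.30 ± 0.121 and at least 87.6-fold, and CCNB2, a mitotic cyclin, by at least 63.1-fold. Of 35 cell cycle genes 34 fell, with a median of -4.24 (camera adjusted p = 1.92e-20). Other probes of CIDEC and UBE2C, also called, changed by less, at 6.25 and -1.85.

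Further groups changed with adipogenesis. Cholesterol synthesis genes rose in 8 of 12 cases, among them MVD (2.83), LSS (2.27), NSDHL (2.21) and DHCR7 (1.93), with a median of 1.70 (adjusted p = 4.94e-07), and fatty acid oxidation genes in 10 of 12, with 1 lower, led by PDK4 (8.48), HADH (2.20), SLC25A20 (2.09) and HADHB (2.04; list median 1.59, adjusted p = 1.08e-05). Extracellular matrix genes fell in 10 of 19 cases and rose in 1, with a median of -1.03 (adjusted p = 0.000139). POSTN, the matrix protein periostin, fell 64.4-fold, the collagenase MMP1 at least 12.2-fold and LOXL1, an enzyme of elastic fibre assembly, 9.93-fold, while ELN, elastin, rose 21.0-fold on 1 probe and changed by 0.74 on the other, which was not called. Glucocorticoid-responsive genes were higher in 15 of 18 cases and lower in 1 (median 2.25, adjusted p = 1.17e-11), established T3 targets higher in 9 and lower in 4 of 18 (median 0.76, adjusted p = 0.00346). The nuclear receptors NR1H3 and PPARG, the latter the master regulator of adipogenesis, rose 42.2-fold and 13.3-fold. Over its 4 probes, all called, PPARG rose by 1.62 to 5.87 on the log2 scale.

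In total 2606 genes were called in adipocytes against hADSC, 1242 higher and 1364 lower. Scaling to a common median in place of quantile normalization moved the median of all genes from -0.0743 to -0.325 and the split to 878 higher and 2087 lower, so that the balance of rises and falls rests on the scaling. The list calls for adipogenesis held with an estimated correlation, at adjusted p of 8.94e-07 for adipocyte markers, 0.000575 for cell cycle, 0.00243 for cholesterol synthesis and for fatty acid oxidation, 0.00405 for matrix, 0.000267 for glucocorticoid-responsive genes and 0.011 for established T3 targets.

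Chondrogenic cells gained cartilage matrix genes. CILP, cartilage intermediate layer protein, rose by 6.04 ± 0.174 and 65.6-fold, FMOD, the collagen-binding proteoglycan fibromodulin, 24.6-fold, COMP, cartilage oligomeric matrix protein, 22.2-fold, and EPYC, epiphycan, at least 9.66-fold. Of 14 measured chondrocyte markers 9 rose and 1 fell (median 2.81, camera adjusted p = 3.64e-05, and 0.00902 with an estimated correlation); COL2A1 and ACAN, the classical cartilage collagen and proteoglycan, stayed below the detection filter. Both were among 8 of the 24 listed markers below it. COMP and FMOD also rose in adipocytes and osteoblasts, with values given under other observations. The widest rises were STMN2, a microtubule regulator best known from neurons, at 665-fold (9.38 ± 0.134), CORIN, a membrane protease, at least 219-fold, the adipokine LEP at least 180-fold, SMOC2, a matricellular protein, at least 150-fold, and the acute-phase protein SAA1 at 222-fold. CLDN11, a tight junction protein, showed the largest fall, 90.0-fold (-6.49 ± 0.0992), followed by COLEC12, a scavenger receptor, at least 49.3-fold.

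Interferon response genes rose in 11 of 14 cases in chondrocytes, with IFI44L at 4.51 ± 0.378, OAS2 at 4.06 ± 0.842 and MX1 at 3.70 ± 0.772 and a median of 2.34 (camera adjusted p = 0.00294). The list had an adjusted p of 0.370 with an estimated correlation. Inflammatory cytokines fell in 8 of 15 cases and rose in 1, led by the chemokine CXCL8 at 13.0-fold and IL1B, at least 6.78-fold lower (median -1.29, adjusted p = 0.00294, and 0.011 with an estimated correlation). Cell cycle genes fell in 33 of 35 cases (median -3.84, adjusted p = 1.73e-26, and 0.000183 estimated), and glucocorticoid-responsive genes rose in 14 of 18 (median 2.58, adjusted p = 1.07e-13, and 0.000163 estimated). Contractile genes rose in 5 of 13 cases and fell in 1, with MYH11, the smooth muscle myosin heavy chain, at least 11.3-fold higher (median 0.84, adjusted p = 0.0206); this list had an adjusted p of 0.275 with an estimated correlation. Established T3 targets rose in 7 of 18 cases and fell in 2 (median 0.55, adjusted p = 0.0229, and 0.0399 estimated). Fatty acid oxidation genes rose in 2 of 12 cases (median 0.48, adjusted p = 0.0441), with an adjusted p of 0.112 under an estimated correlation and 0.0843 in the T3 18 h arrays. Altogether 2020 genes were called, 1128 higher and 892 lower.

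Osteogenic cells raised few of the listed osteoblast markers. OMD, the bone proteoglycan osteomodulin, was higher by 6.34 ± 0.117 and at least 59.0-fold, PTH1R, the parathyroid hormone receptor, by 4.12-fold and TNFRSF11B, osteoprotegerin, by 3.97-fold, while ALPL, alkaline phosphatase, changed by 0.92 ± 0.153 (adjusted p = 2.9e-05), under the 2-fold threshold. With 3 of 12 markers higher and 0 lower, the list did not pass (camera adjusted p = 0.279); its median was -0.0437 and its mean 0.82. The listed markers SP7, DMP1, PHEX, SOST and MEPE stayed below the detection filter. Adipocyte markers rose in 10 of 26 cases and fell in 1, among them CIDEC at least 159-fold, LEP at least 165-fold and CFD, the adipokine adipsin, 84.7-fold (median 0.26, adjusted p = 0.000651, and 0.00811 with an estimated correlation). Another CIDEC probe rose by 3.60 on the log2 scale. Other wide rises were STMN2 (612-fold), CORIN (at least 147-fold), the iron exporter SLC40A1 (at least 132-fold) and APOD, an apolipoprotein (187-fold). The growth factor NRG1 fell at least 15.9-fold, CH25H, cholesterol 25-hydroxylase, 19.5-fold and HAS2, hyaluronan synthase, 15.1-fold.

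Cell cycle genes fell in 33 of 35 cases in osteoblasts as well, by a median of -2.28 (camera adjusted p = 4.54e-20, and 0.000575 estimated). Glucocorticoid-responsive genes rose in 14 of 18 cases (median 2.28, adjusted p = 2.07e-14, and 0.000163 estimated) and established T3 targets in 6 of 18, with 1 lower (median 0.30, adjusted p = 0.00972, and 0.0207 estimated). Integrated stress response genes fell in 8 of 14 cases and rose in 1, with the amino acid enzymes PHGDH, ASNS and PSAT1 lower by 5.15-fold, 4.48-fold and 3.71-fold and the cystine transporter SLC7A11 by at least 5.08-fold (median -1.37, adjusted p = 0.0229); the list had an adjusted p of 0.262 with an estimated correlation. Interferon genes rose in 8 of 14 cases (median 1.41, adjusted p = 0.0122, and 0.452 estimated). Matrix genes fell in 5 of 19 cases and rose in 1 (median -0.53, adjusted p = 0.0473); the adjusted p was 0.106 with an estimated correlation and 0.358 under median scaling. Cholesterol synthesis genes rose in 1 of 12 cases, LSS at 1.12 (list median 0.38, adjusted p = 0.022; 0.112 estimated, 0.0562 under median scaling and 0.334 in T3 18 h arrays). Of 10 endoplasmic reticulum chaperones 0 reached 2-fold and 7 were lower by adjusted p alone (median -0.37, adjusted p = 0.0441; 0.131 estimated, 0.128 under median scaling and 0.426 in T3 18 h arrays). In all 1843 genes were called, 1053 higher and 790 lower.

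**Figure D2:**
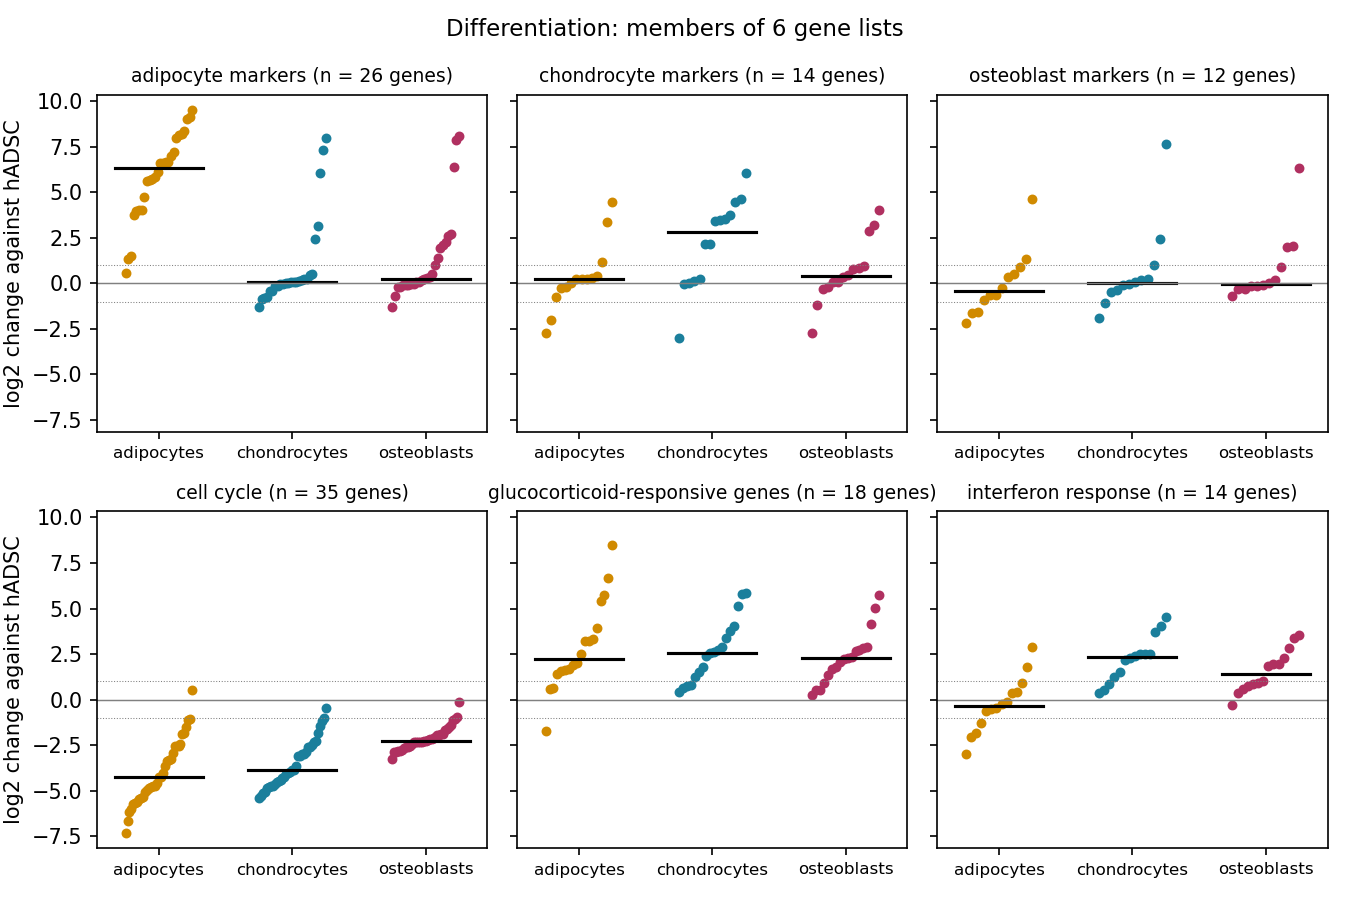
Each point is 1 measured gene of a list, placed by its log2 change of the differentiated control arrays against the hADSC control arrays (n = 3 arrays per group), sorted by size within each cell type; black lines are medians, dotted lines the 2-fold threshold. Adipocyte markers lie at a median of 6.35 in adipocytes, chondrocyte markers at 2.81 in chondrocytes, and cell cycle genes at -4.24, -3.84 and -2.28 in adipocytes, chondrocytes and osteoblasts.

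The remaining lists did not pass camera in any or in some lineages. Chondrocyte markers were called in 3 cases higher and 2 lower of 14 both in adipocytes (adjusted p = 0.494) and in osteoblasts (0.061), where COL10A1, the collagen of hypertrophic cartilage, rose 9.22-fold and SOX9, a cartilage transcription factor, fell 6.67-fold. Adipocyte markers in chondrocytes had 5 higher and 1 lower (0.273). Osteoblast markers had 2 higher and 3 lower in adipocytes (0.613) and 3 higher and 2 lower in chondrocytes (0.642). Surface markers of mesenchymal stromal cells gave adjusted p of 0.300, 0.758 and 0.439 in adipocytes, chondrocytes and osteoblasts; NT5E (CD73) fell 9.83-fold and 4.30-fold in the first pair, and in chondrocytes the list's median was 0.25 and its mean -0.17, in osteoblasts -0.0044 and 0.38. The circadian clock list gave 0.737, 0.400 and 0.257, with a median of -0.0146 and a mean of 0.0163 in adipocytes. Interferon genes in adipocytes had 2 higher and 3 lower (0.906), with a median of -0.32 and a mean of -0.26 where the test pointed up. Contractile genes had 4 higher and 3 lower in adipocytes (0.935, median -0.17, mean 0.40) and 3 and 3 in osteoblasts (0.788, median -0.0162, mean 0.22). Inflammatory cytokines had 7 of 15 lower and 0 higher in adipocytes (0.0726) and 5 lower and 2 higher in osteoblasts (0.188). Stress response genes gave 0.334 in adipocytes and 0.273 in chondrocytes, chaperones 0.303 and 0.660, cholesterol synthesis in chondrocytes 0.517, fatty acid oxidation in osteoblasts 0.390 and matrix in chondrocytes 0.868, with a median of -0.13 and a mean of 0.12. Adjusted over the list alone, the number of called members equalled that over all genes for each list and lineage, except that 4 in place of 5 interferon genes were called in adipocytes.

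Markers of other cell types moved with differentiation in single genes. CD14, a macrophage co-receptor, rose 13.0-fold, 5.82-fold and 5.67-fold in adipocytes, chondrocytes and osteoblasts and CD163, a scavenger receptor of macrophages, 2.92-fold, 6.75-fold and 9.94-fold, though another CD14 probe in osteoblasts (0.96) and 1 of 3 CD163 probes in adipocytes (0.37) were not called, while CSF1R had log2 changes of -1.21, -1.05 and -1.17. The leukocyte and macrophage list, with 4 measured members, gave camera adjusted p of 0.0937, 0.642 and 0.055, and PTPRC, the general leukocyte marker CD45, stayed below the filter. The endothelial receptor TEK fell in all 3, by 5.89 in adipocytes and by less in chondrocytes and osteoblasts (-1.99), and that list gave 0.481, 0.400 and 0.642. KRT7, an epithelial keratin, fell by 2.86 in adipocytes and 1.07 in osteoblasts, and the epithelial list gave 0.264, 0.576 and 0.285.

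Nuclear receptors and the thyroid hormone machinery bear on the capacity to respond to T3. NR2F1, which encodes COUP-TF1, rose by 1.91 ± 0.0936, 1.77 and 2.95 in adipocytes, chondrocytes and osteoblasts. RXRA, the partner of thyroid hormone receptors on DNA, rose by 1.73 ± 0.116 in adipocytes and changed by 0.67 and 0.69 in the other 2, under 2-fold at adjusted p of 4.69e-05 and 3.25e-05. DIO2, the deiodinase that makes T3 from thyroxine, rose at least 12.2-fold in chondrocytes, at least 13.5-fold in osteoblasts and at least 2.15-fold in adipocytes. The probe that stood for THRA, the gene of thyroid hormone receptor alpha, fell by 1.17 ± 0.16 in adipocytes and 1.01 in osteoblasts and changed by 0.93 in chondrocytes, but another THRA probe rose by 1.41 ± 0.0958 in adipocytes and changed by 0.42 in osteoblasts, so that the direction for THRA depends on the probe. A further THRA probe changed by 0.54 in adipocytes, -0.12 in chondrocytes and -0.0949 in osteoblasts, without a call. THRB, the gene of receptor beta, could not be tested on these arrays. The qPCR of the study for both receptors is quoted below. The list of receptors, transport and deiodination had camera adjusted p of 0.307, 0.191 and 0.853, with a median of -0.14 and a mean of 0.29 in osteoblasts, and other nuclear receptors 0.128, 0.279 and 0.260. T3 genes named in the study text, which the study named for their response to T3, were higher in 5, 3 and 4 of 6 cases and lower in 1, 0 and 1 (adjusted p = 0.00248, 0.0122 and 0.0094; 0.0112, 0.0328 and 0.0262 estimated): KLF9, a Krüppel-like transcription factor, rose by 2.02, 1.79 and 1.81, PPARGC1A, a coactivator of mitochondrial genes, by at least 11.1-fold, 3.79-fold and 3.66-fold, and IGF1 by at least 22.3-fold, 6.52-fold and 2.52-fold, the last with another probe at 0.68, not called. TP53I11 rose by 1.07 in adipocytes and changed by 0.83 and 0.74 in chondrocytes and osteoblasts, and DACT1, an antagonist of Wnt signalling, fell by 2.08 and 2.03 in adipocytes and osteoblasts and changed by 0.38 in chondrocytes.

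Many genes changed the same way in the 3 lineages. The study kept hADSC in growth medium and induced each lineage with a differentiation kit over weeks. Medium and time in culture thus changed with differentiation in all 3 contrasts and cannot be told apart from it. CIDEC, MAOA, STMN2, CORIN, the selenium carrier SELENOP, DEPP1 and ADH1A rose in each by at least 47.7-fold, and CH25H, the progenitor filament NES, the retinoic acid carrier CRABP2, MMP1 and the mitotic kinase AURKB fell in each. Another CIDEC probe rose by less, at log2 changes of 6.25, 2.97 and 3.60 in adipocytes, chondrocytes and osteoblasts. In all 822 genes were called the same way in all 3, 396 higher and 426 lower, of 3742 called in any; 521 higher and 438 lower were called in exactly 2, and 124 were called in opposite directions in 2 lineages. Independent lists of these sizes would share 10.7 higher and 6.97 lower. The 3 contrasts share the hADSC control arrays, and 20 simulations of unchanged groups against them gave a mean of 0 common genes and a correlation of 0.5. Log2 changes correlated across genes, which are no independent replicates, at 0.625 between adipocytes and chondrocytes, 0.622 between adipocytes and osteoblasts and 0.780 between chondrocytes and osteoblasts, with covariances of 0.816, 0.740 and 0.774 beside a simulated 0.0125; with separate hADSC arrays for each side they were 0.805, 0.728 and 0.768.

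By Fisher exact tests over the 22 lists, the common genes held 32 of 35 cell cycle genes, all lower (adjusted p = 7.39e-33), and 14 of 18 glucocorticoid-responsive genes, all higher (1.58e-12). Those included ZBTB16, FOXO1 and KLF15, which rose by 6.68, 5.73 and 5.43 in adipocytes, 5.77, 5.84 and 4.02 in chondrocytes and 5.76, 5.01 and 4.14 in osteoblasts. Leukocyte and macrophage markers gave 2 higher and 1 lower of 4 (0.00953), established T3 targets 4 higher and 1 lower of 18 (0.0291), T3 genes named in the study text 3 higher of 6 (0.0291), contractile genes 3 higher and 1 lower of 13 (0.0374), inflammatory cytokines 4 lower of 15 (0.055) and adipocyte markers 5 higher of 26 (0.0877). The established T3 targets and the T3 genes named in the study text share 3 members, so that their results are not separate. With the T3 18 h arrays in place of the controls 870 genes were common.

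T3 left the 11741 genes of undifferentiated hADSC with 0 calls in limma. The smallest adjusted p was 0.55, and 596 genes had an unadjusted p under 0.05, about as many as chance alone would give. KLF9 differed by 0.33 ± 0.0874 (adjusted p = 0.769), and IGF1, APOE and PPARGC1A were undetected with and without T3. THRA differed by -0.34 ± 0.16, RXRA by -0.0822, NR2F1 by -0.0829, TP53I11 by 0.0101 and DACT1 by -0.0663, all at adjusted p of 0.968 or more; the T3 genes named in the study text had a median of -0.0222 and a mean of 0.0284, where the test pointed up (camera adjusted p = 0.743). Adjusted over the list alone, KLF9 passed among the 18 established T3 targets in hADSC (0.0189), as it did in chondrocytes (0.0389) and osteoblasts (6.59e-05) but not in adipocytes (0.0997). By qPCR, quoted below, the study found KLF9 to respond in adipocytes and not in hADSC. Of the lists, cell cycle genes shifted up by a median of 0.0989 (camera adjusted p = 0.0348) and contractile genes down by a median of -0.0632 (0.0326), with 0 members called; with an estimated correlation the adjusted p was 0.460 and 0.451, and under median scaling the contractile list pointed the other way (0.990).

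T3 in adipocytes gave 5 calls, all on genes near the detection limit. ELANE, neutrophil elastase, rose by 1.15 ± 0.135 and at least 1.91-fold (adjusted p = 0.000325) and OIP5, a centromere protein, by 1.13 ± 0.135 and at least 1.78-fold (0.000325), though another OIP5 probe changed by -0.23. SUFU, a repressor of hedgehog signalling, fell by 1.29 ± 0.252 (0.0357), the leukotriene receptor CYSLTR2 by 1.23 ± 0.216 (0.0183) and the formin FMNL1 by 1.09 ± 0.221 (0.044), at least 1.88-fold, 1.59-fold and 1.48-fold. By adjusted p alone 33 genes passed, among them CPT1A, which admits long-chain fatty acids to mitochondria, at 0.67 ± 0.133 and 1.59-fold (0.0382). The 3 CPT1A probes ranged from 0.20 to 0.67. DBP, a clock-controlled transcription factor, differed by 0.82 (0.0605), the cell cycle factor E2F1 by -0.99 (0.0536) and CRYM, a T3-binding protein of the cytosol, by -1.10 (0.136), the 1 member of its list lower when adjusted over the list alone. KLF9 differed by 0.22, PPARGC1A by 0.28, IGF1 by -0.33, APOE by 0.0118, TP53I11 by -0.0142, DACT1 by 0.0032, THRA by 0.0527, RXRA by 0.0967 and NR2F1 by -0.0728, none past the test. No list passed camera, established T3 targets having an adjusted p of 0.167. The undetected probes had a median signal of 61.4 ± 10 (SD, n = 3) on control and 53.3 ± 1.92 on T3 arrays. The count was 0 without background correction, 0 in the authors' table, 0 when only the adipocyte arrays were fitted, 2 with the strict filter, 3 with no filter, 10 over every probe, 23 with array weights and 8 under median scaling, which moved the median of all genes from 0.019 to 0.325 and the share of higher calls from 40.0% to 62.5%; it was 9 without control replicate 2, 18 without control replicate 3 and 8 without T3 replicate 3.

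T3 in chondrocytes gave 3 calls. DBP rose by 1.20 ± 0.185 and 2.31-fold (adjusted p = 0.0067), BRINP1 by 1.10 ± 0.148 and 2.15-fold (0.00191), and C11orf96 fell by 1.11 ± 0.192 and 2.16-fold (0.0141), though a dimmer C11orf96 probe changed by -0.36. Contractile genes shifted down together, with MYH11 at -0.92 (0.144), the actin regulators LMOD1 and CNN1 at -0.73 (0.197) and -0.71 (0.144) and the actin ACTG2 at -0.57 (0.151); 0 of 13 were called and 8 were lower when adjusted over the list alone. The list's median was -0.40 (camera adjusted p = 6.09e-08, and 0.0898 with an estimated correlation). MYH11, LMOD1 and CNN1 are also among the T3 genes that the study listed for chondrocytes from these arrays. The contractile list is thus not fully independent of the study's own result. Established T3 targets shifted up by a median of 0.071 (0.0348, and 0.124 estimated), with 4 of 18 higher when adjusted over the list alone, led by PPARGC1A at 0.52 (0.328) and BCL3 at 0.45 (0.245). IGF1 differed by 0.74 ± 0.347 (0.581) and DACT1 by -0.88 ± 0.237 (0.165), while APOE was undetected. KLF9 differed by 0.28, TP53I11 by 0.14, THRA by 0.089, RXRA by 0.16 and NR2F1 by -0.23, none past the test; the T3 genes named in the study text, most of which the study named from these arrays so that they are no independent evidence, had a camera adjusted p of 0.198. Median scaling, which moved the median of all genes from -0.0126 to -0.102, gave 3 higher and 3 lower, 50% higher against 66.7%; array weights gave 5 calls, no background correction 1 and the chondrocyte arrays fitted alone 0, and the count was 6 without control replicate 1 and 8 without T3 replicate 1.

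T3 in osteoblasts gave 17 genes higher and 5 lower, and 191 past the adjusted p alone. TNFSF10, the death ligand TRAIL, rose 3.71-fold (1.89 ± 0.246, adjusted p = 0.000179), DBP 3.49-fold (1.80 ± 0.185, 9.01e-06), ELANE 3.39-fold (1.76 ± 0.135, 3.37e-07), BRINP1 3.01-fold (1.59 ± 0.148, 3.1e-06), the growth factor IGF1 2.85-fold (1.51 ± 0.347, 0.0264) and the chemokine CCL7 2.82-fold (1.49 ± 0.205, 0.000273). MXRA5, a matrix remodelling protein, rose 2.31-fold, CILP 2.09-fold and TP53I11 2.01-fold. C11orf96 fell 3.83-fold (-1.94 ± 0.192, 6.32e-06), C5orf46 2.58-fold and the chloride channel protein CLIC3 2.29-fold. Other probes of these genes gave 0.95 for IGF1, 0.0769 for TP53I11 and -0.0311 for C11orf96, and neither IGF1 probe was called when every probe was tested. APOE at 0.87 ± 0.115 (0.000197), PPARGC1A at 0.89 ± 0.172 (0.00848), KLF9 at 0.55 ± 0.0874 (0.00148) and the cartilage collagen COL9A2 at 0.98 (3.1e-06) passed the adjusted p but not 2-fold, as did COL10A1 at -0.84 (0.036). THRA differed by -0.22, RXRA by 0.21, NR2F1 by -0.26 and DACT1 by -0.41, none past the test.

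Gene groups shifted with T3 in osteoblasts by small amounts. Cholesterol synthesis genes went down by a median of -0.23, with HMGCS1, an early enzyme of the mevalonate pathway, at -0.72 ± 0.145 (adjusted p = 0.0117) and IDI1 at -0.53 (0.187); 1 of 12 was lower by adjusted p and 5 when adjusted over the list alone (camera adjusted p = 3.59e-05, and 0.0434 with an estimated correlation). Contractile genes went down by a median of -0.20, with MYH11 at -0.87 (0.0718) and CNN1 at -0.66 (0.0801) and 4 of 13 lower adjusted over the list alone (2.51e-05, 0.162 estimated and 0.0792 under median scaling). Integrated stress response genes had a median of -0.17, with the stress factor ATF3 at -0.47 (0.0489) and 4 of 14 lower adjusted over the list alone (0.00163, 0.255 estimated and 0.0679 under median scaling). Chaperones had a median of 0.10, with CRELD2 at 0.40 (0.069) and SDF2L1 at 0.32 and 4 of 10 higher adjusted over the list alone (0.0277, and 0.162 estimated). Established T3 targets had a median of 0.11, with 3 of 18 higher by adjusted p and 4 adjusted over the list alone (0.038, and 0.124 estimated). T3 genes named in the study text, no independent evidence for the same reason, had a median of 0.88, 2 of 6 called and 5 past the adjusted p (6.09e-08, and 0.00107 estimated). They share 3 members with the established T3 targets. The count of 22 genes was 10 without background correction, 12 in the authors' table and 14 with the osteoblast arrays fitted alone.

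**Figure D3:**
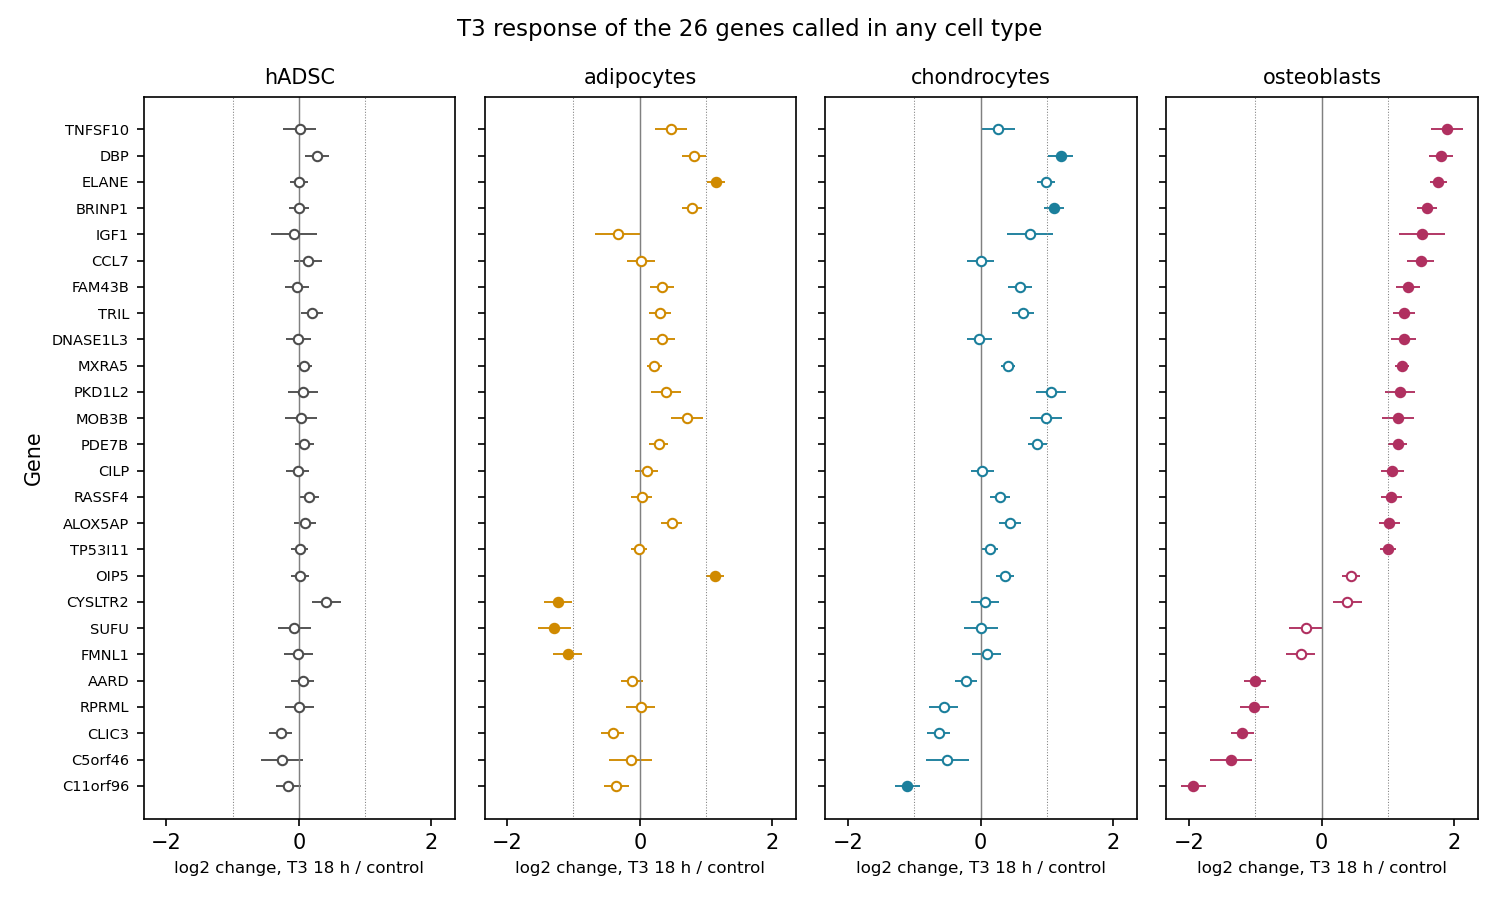
Points are log2 changes (T3 18 h over control, n = 3 arrays per group) of the 26 genes called in any cell type, with bars of 1 standard error, filled where the gene was called and open otherwise; dotted lines mark 2-fold. Of the filled points 0 are in hADSC, 5 in adipocytes, 3 in chondrocytes and 22 in osteoblasts.

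Few genes were called for T3 in more than 1 cell type, 4 of 26, a count that depends on the 2-fold threshold. By adjusted p alone, 5 of the 22 osteoblast genes passed the same way in chondrocytes and 2 in adipocytes. Under 2-fold among these were ELANE (0.98 ± 0.135, adjusted p = 0.00199) and PDE7B (0.85 ± 0.145, 0.0123) in chondrocytes. BRINP1 was under 2-fold in adipocytes (0.78 ± 0.148, 0.0252). DBP, BRINP1 and C11orf96, the 3 genes called in chondrocytes, were all called the same way in osteoblasts (Fisher exact test, adjusted p = 3.43e-08), and ELANE was called in adipocytes and osteoblasts (0.028). Across genes, which are no independent replicates, the log2 changes of chondrocytes and osteoblasts correlated at 0.220. The count was 1 without background correction, 2 in the authors' table, 0 with fits of single cell types and 2 without chondrocyte T3 replicate 3.

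**Figure D4:**
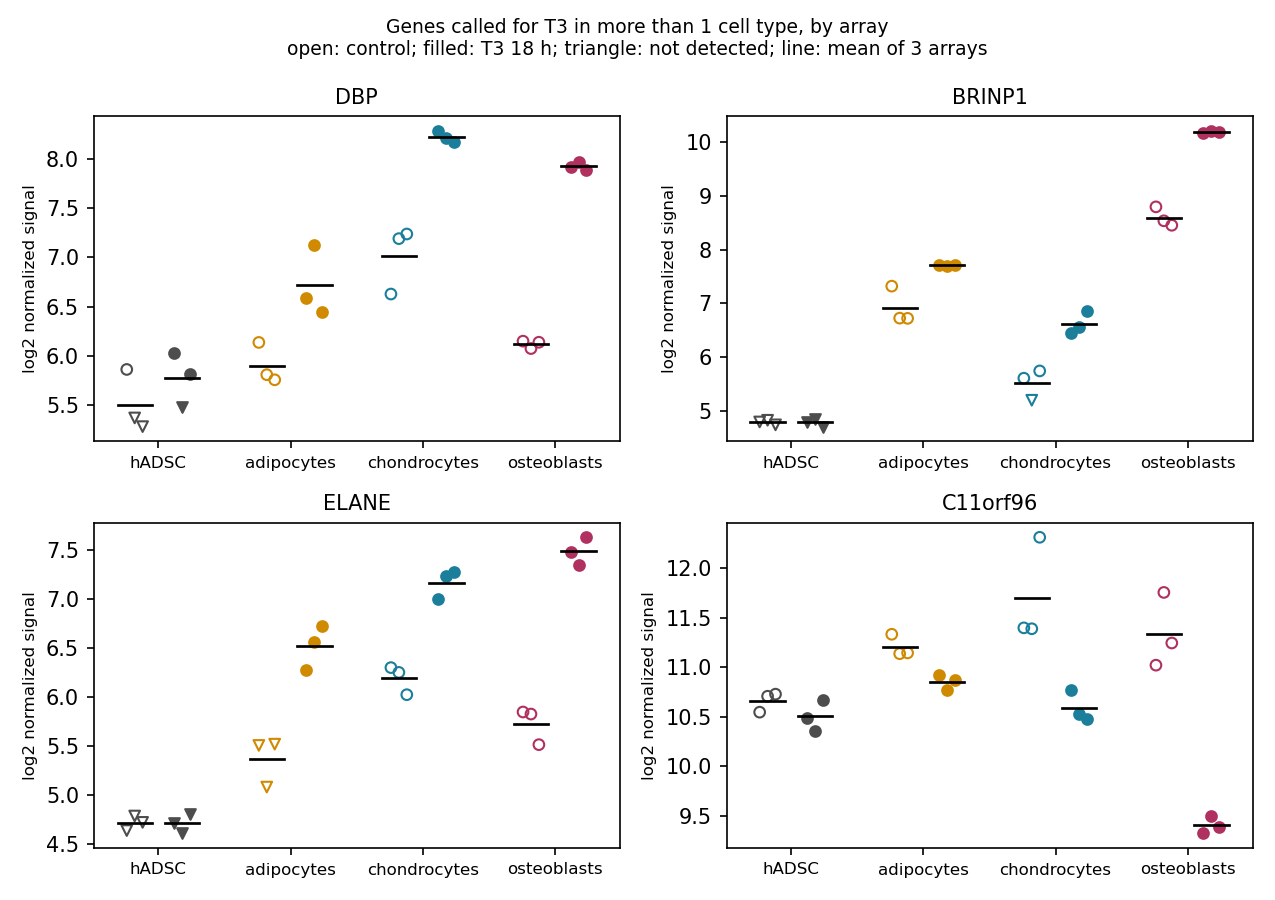
Log2 normalized signal of the 4 genes called for T3 in more than 1 cell type, by array (3 per group), open for control and filled for T3 18 h, triangles for arrays without detection, lines for means; the vertical axes start above 0 and differ between genes. In osteoblasts DBP, BRINP1 and ELANE are higher in the 3 T3 arrays by 1.80, 1.59 and 1.76, and C11orf96 changes by -1.94.

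The T3 response of each lineage was compared with that of hADSC. In osteoblasts the T3 response minus that of hADSC was positive for 10 genes and negative for 2, which fell in osteoblasts, with differences of 1.88 ± 0.348 for TNFSF10 (adjusted p = 0.0216), 1.77 ± 0.191 for ELANE (0.000131), 1.59 for BRINP1 (0.00109), 1.53 for DBP (0.014) and -1.78 ± 0.272 for C11orf96 (0.00427). Of the 12 genes 4, among them TNFSF10, ELANE and BRINP1, were undetected on all 6 hADSC arrays, so that the difference restates their rise in osteoblasts. TP53I11 at 0.996 (0.0158) and APOE at 0.92 (0.0176) lay under 2-fold. In adipocytes the difference was called higher for ELANE and OIP5 and lower for 5 genes, all 7 undetected on the 3 arrays of an adipocyte group. In chondrocytes it was called for 0 genes in limma, with a smallest adjusted p of 0.182 and 746 genes at an unadjusted p under 0.05, so that a response confined to differentiated chondrocytes was not shown by this test. KLF9 differed from its hADSC response by -0.12 in adipocytes and -0.0571 in chondrocytes, at adjusted p of 0.903 and 0.969. Median scaling moved the median difference of all genes from 0.0137 to 0.398 in adipocytes, with 7 higher and 6 lower, 53.8% higher against 28.6%, and from 0.0114 to 0.12 in osteoblasts. In adipocytes the count of 7 was 0 without background correction and in the authors' table, 4 with no filter and with the replicate block, 2 with the strict filter and 1 with only the groups compared; in osteoblasts the 12 were 6 without background correction.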

Values the study reported

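The study reported that 1919, 1464 and 1309 genes differed between hADSC and the adipogenic, chondrogenic and osteogenic cells, with 605 of them common to the 3 lineages. Among the common genes it counted 51 factors related to transcription. Its qPCR gave modestly more THRA transcript in adipocytes and no change of it in chondrocytes or osteoblasts. The same qPCR gave more TRβ1 (THRB) and RXRα (RXRA) transcript in all 3 lineages. The study described no effect of 100 nM T3 on the arrays of undifferentiated hADSC, with similar results in independent pools of cells from several donors. By qPCR it found no response of HR or KLF9 to T3 in hADSC and a response of both in adipocytes. For adipocytes it gave 10 genes induced by T3 and more than 40 repressed. For chondrocytes it gave 18 genes higher and 19 lower, and for the osteogenic cells 59 higher and 78 lower, with little overlap between lineages.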

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

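The tests of the 3 patterns weighed here were all chosen after the results were seen; the counts over other splits of the arrays and the tests of differences between cell types were planned.

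The T3 response in osteoblasts minus that in hADSC was called for 12 genes. Of these 4 (TNFSF10, ELANE, BRINP1 and FAM43B) were undetected on all 6 hADSC arrays, so that their hADSC response has no measured value and the difference restates the osteoblast rise. Those named are TNFSF10 (difference 1.88), ELANE (1.77), BRINP1 (1.59), DBP (1.53) and FAM43B (1.33) on the higher side, and C11orf96 (-1.78) and the cell cycle inhibitor CDKN1C (-1.002) on the lower. The count was 7 without hADSC control replicate 1, 6 without hADSC control replicate 2, 7 without hADSC T3 replicate 3, 26 without osteoblast control replicate 1, 7 without osteoblast control replicate 3 and 5 without osteoblast T3 replicate 1.

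Between adipocytes and hADSC the difference was called for 7 genes, all 7 undetected on the 3 arrays of an adipocyte group and 6 of them also on the 3 hADSC control arrays: ELANE (1.16), OIP5 (1.11), CYSLTR2 (-1.64), REG3A (-1.53), KLHDC8A (-1.51), LTK (-1.38) and LRATD1 (-1.29). For KLHDC8A and LTK neither cell type's own T3 response passed (adjusted p of 0.204 and 0.065 in adipocytes, 0.55 and 0.716 in hADSC). The count was 0 without hADSC control replicate 1 or 2, hADSC T3 replicate 1 or 2, or adipocyte T3 replicate 2 or 3; it was 2 without hADSC control replicate 3, 4 without adipocyte control replicate 1, 1 without adipocyte control replicate 2, 12 without adipocyte control replicate 3 and 1 without adipocyte T3 replicate 1. Between chondrocytes and hADSC the 0 became 1 without chondrocyte control replicate 2 or T3 replicate 1 and 2 without chondrocyte control replicate 3.

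Probes outside the authors' table, which carry no gene name here, also held signal. Of 7797 such probes that passed the filter, 14 were called for T3 in adipocytes, 13 of them lower, 1 in chondrocytes and 2 in osteoblasts, and 902, 667 and 538 were called for differentiation to adipocytes, chondrocytes and osteoblasts.

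The 3 arrays against 3 of each contrast allow 10 splits, too few for a share under 0.05. For T3 in hADSC all 10 splits gave 0 calls. For T3 in adipocytes the real split gave 5 calls and the highest other 0, in osteoblasts 22 and 0; 1 split, the real one, reached the count in each. In chondrocytes the real split gave 3 and the highest other 10, and 3 of 10 splits reached 3. A split that calls several times the real number points to a structure of the chondrocyte arrays other than T3. The 3 same-numbered pairs of chondrocyte arrays correlate at 0.110, 0.183 and 0.324 in their deviations, although replicate 1 correlates more with another number (0.196). Of the 4 splits that part all 3 pairs the real one gave the most calls, and the splits with 5 and 10 calls part 1 pair only. For differentiation the real splits gave 2606, 2020 and 1843 calls and the highest others 3, 0 and 0. For the differences from hADSC they gave 7, 0 and 12 and the highest others 0, 2 and 0, with 10 of 10 splits reaching the 0 of chondrocytes. Among 100 regroupings, 1 (the real one) reached the 822 genes common to the 3 differentiations (highest other 0), the 27 differentiation list calls (26), the 4 genes called for T3 in more than 1 cell type (1) and the 10 T3 list calls (7). For the 822 genes the other regroupings mixed cell types, which lie far apart, so that 0 common genes was to be expected. That comparison therefore decides nothing about chance. The 20 simulations of unchanged groups gave a mean of 0 common genes. Unchanged groups give almost no calls at these thresholds, so that this too was to be expected. For the differentiation lists another regrouping came within 1 call. These regroupings mixed cell types too, and mixed groups can still differ by cell type. That comparison therefore decides nothing about chance for the differentiation lists either. The T3 regroupings took no account of the pairing of chondrocyte arrays. Of the 10 T3 list calls 2 had a camera adjusted p under 0.05 with an estimated correlation. These were T3 genes named in the study text (0.00107) and cholesterol synthesis (0.0434), both in osteoblasts. Chance is thus left open for the genes called for T3 in more than 1 cell type and the T3 lists, and was not tested by regrouping for the differentiation lists.

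The 22 genes called for T3 in osteoblasts shifted mostly the same way in chondrocytes and adipocytes, where 4 of them were called as well (DBP, BRINP1 and C11orf96 in chondrocytes, ELANE in adipocytes): 21 of 22 had the osteoblast direction in chondrocytes with a median of 0.576 along it and 19 in adipocytes with 0.319, and camera gave the 17 risen genes adjusted p of 4.53e-20 and 1.43e-07 (8.64e-06 and 0.00158 with an estimated correlation) and the 5 fallen genes 4.2e-06 and 0.0412 (0.0208 and 0.294). In hADSC 14 of 22 had that direction with a median of 0.0451, but 12 were undetected on all 6 arrays and could show no shift; of the other 10 it was 9, with a median of 0.118. Of the 9 members at log2 8 or more on all 6 chondrocyte arrays, which shifted along the osteoblast direction by a median of 0.446 (median absolute deviation 0.277), 4 changed their signal, after 2 standard errors were taken off, by more than the whole background of 53.6, which a background difference between control and T3 arrays would not give: MXRA5 by 0.42 ± 0.107, PDE7B by 0.85 ± 0.145, CLIC3 by -0.63 ± 0.174 and C11orf96 by -1.11 ± 0.192. A background difference stays open for the other 5 and for the 13 members nearer background, with a median of 0.637, and so does time in culture for all 22, since the labels give control arrays 0 h and T3 arrays 18 h and lineages could respond to time differently. The 22 genes were chosen for a change of 2-fold or more in osteoblasts, which by itself sets osteoblasts at the top of any grading. A T3 response shared in direction and graded in size between lineages is a hypothesis that these data cannot separate from an effect of time.

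The 5 genes called for T3 in adipocytes lie near background. Of them 0 were detected on all 6 adipocyte arrays, although 9091 of the 11741 tested genes were, and 0 genes were called without background correction. That is what calls made by the background correction would give. But the count was also 0 in the authors' table, which the study describes as background-subtracted, and with only the adipocyte arrays fitted. Leaving the correction out lowered the count in osteoblasts too, from 22 to 10. The loss of calls thus does not single out the background correction. That no called gene was detected on all 6 arrays restates the pattern, so that a difference in background between the control and T3 arrays is neither shown nor excluded. Among genes detected on all 6 arrays 10 passed the adjusted p without the 2-fold threshold, with a smallest value of 0.016, and a small T3 response of adipocytes stays open.

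DBP rose after T3 in chondrocytes and osteoblasts. In osteoblasts 0 of 13 other clock genes were called, and the largest change among the 11 detected on all 6 arrays was 0.57 ± 0.173 (TEF, also a clock output), which passed when adjusted over the list alone (adjusted p = 0.0248 by limma), so that a shift of the circadian clock stays open. Time in culture stays open: DBP differed by 0.27 in hADSC, where the labels give the same times, and cell types could differ in their response to time. A direct T3 effect on DBP is a hypothesis left untested by this design.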

How the results depend on the processing

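The unadjusted p with the 2-fold threshold was chosen only after the results were seen; all other alternatives were planned. Of the counts under planned or added settings other than leaving out an array 104 stayed within 1.5 times and 42 moved, and of the values of named genes and lists 4336 kept direction and side of the threshold, 180 became weaker, 17 stronger and 24 reversed. With 1 array left out the numbers were 112 and 26 for counts, and 2390, 173, 8 and 33 for genes and lists. Signal over background limits the T3 calls in adipocytes, where 0 of the 5 genes called were detected on all 6 arrays. The slide as a block was not run, as neither the files nor the labels give a slide. The cause of the changes below was not tested, except that no minimum fold and an unadjusted p call more genes by construction.

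Without background correction T3 gave 0 genes in adipocytes, 1 in chondrocytes and 10 in osteoblasts, 1 in more than 1 cell type, and differences from hADSC for 0 genes in adipocytes and 6 in osteoblasts. Median scaling gave 8 for T3 in adipocytes, 6 in chondrocytes and 13 for the difference in adipocytes. The authors' table gave 0 in adipocytes, 12 in osteoblasts, 2 in more than 1 cell type and 0 for the difference in adipocytes. No filter gave 3 for T3 in adipocytes and 4 for the difference, the strict filter 2 and 2, every probe 10 for T3 in adipocytes. With only the groups compared T3 gave 0 in adipocytes, 0 in chondrocytes, 14 in osteoblasts, 0 in more than 1 cell type and 1 for the difference in adipocytes. Array weights gave 23 in adipocytes, 5 in chondrocytes and 2 for the difference in chondrocytes. No minimum fold gave 33, 22 and 191 for T3 in adipocytes, chondrocytes and osteoblasts, 7324, 6484 and 6251 for differentiation, 3180 common to the 3 differentiations, 13 in more than 1 cell type and 24 for the difference in osteoblasts. With an estimated correlation 21 in place of 37 list calls passed. An unadjusted p with the 2-fold threshold gave 1 gene for T3 in hADSC, 15 in adipocytes, and 78, 12 and 39 for the differences in adipocytes, chondrocytes and osteoblasts.

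The replicate block gave 4 genes for the difference in adipocytes, against 7, and moved no other count of calls by over 1.5 times; T3 gave 4 in adipocytes, 4 in chondrocytes and 23 in osteoblasts. Pairs of the same number all correlated above 0.1 for T3 in chondrocytes alone, where 2 of 3 correlated best with their own number. The block was an effect of replicate number shared by all groups. It therefore cannot fully take out a pairing of chondrocyte arrays alone, and its counts do not show that such a pairing is without effect.

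With each array left out in turn, T3 gave 0 to 0 genes in hADSC, 4 to 18 in adipocytes, 2 to 8 in chondrocytes and 15 to 33 in osteoblasts, the differences from hADSC 0 to 12 in adipocytes, 0 to 2 in chondrocytes and 5 to 26 in osteoblasts, genes in more than 1 cell type 2 to 5 and list calls 32 to 39. The genes common to the 3 differentiations ranged from 815 to 844, and those of each differentiation from 2608 to 2648, 2011 to 2097 and 1848 to 1874.

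These values reversed their direction. Under median scaling the contractile list in hADSC turned (adjusted p = 0.99), and log2 T3 changes were 0.0023 for APOE and -0.145 for TP53I11 in hADSC, and 0.0515 for IGF1, 0.27 for TP53I11 and 0.35 for NR2F1 in adipocytes; differences from hADSC were 0.514 for KLF9, 0.415 for TP53I11 and 0.0749 for IGF1 in adipocytes, -0.0241 for APOE in chondrocytes and 0.0644 for NR2F1 in osteoblasts. Without background correction the difference for NR2F1 in adipocytes was -4e-04. In the authors' table DACT1 changed by -0.0066 in adipocytes. Over every probe T3 changes were 0.16 for IGF1 and -0.0255 for TP53I11 in hADSC, -0.651 for THRA and -0.0089 for DACT1 in adipocytes, THRA in differentiation to adipocytes 1.41, and the differences -0.885 for THRA and 0.0345 for TP53I11 in adipocytes and -0.363 for THRA in osteoblasts. Array weights gave differences of 0.0556 for IGF1 in adipocytes and -0.0069 for APOE in chondrocytes. In T3 18 h arrays DACT1 changed by -0.433 in differentiation to chondrocytes.

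With 1 array left out T3 changes in hADSC ranged from -0.177 to 0.0162 for RXRA, -0.111 to 0.0757 for TP53I11 and -0.0169 to 0.0675 for PPARGC1A; in adipocytes from -0.552 to 0.11 for IGF1, -0.0694 to 0.0499 for TP53I11, -0.145 to 0.207 for THRA, -0.0379 to 0.0678 for APOE and -0.0764 to 0.0549 for DACT1; in chondrocytes from -0.0444 to 0.157 for THRA. Differences from hADSC ranged in adipocytes from -0.034 to 0.0791 for NR2F1, -0.0899 to 0.0971 for TP53I11, -0.472 to 0.19 for IGF1 and -0.01 to 0.121 for DACT1, in chondrocytes from -0.05 to 0.0366 for APOE and in osteoblasts from -0.673 to 0.0047 for DACT1.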

Other observations

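Single genes of lists that did not pass as a whole also changed with differentiation. In adipocytes the clock repressor BHLHE40 fell by 2.77 and the clock-output factor TEF and the clock gene PER1 rose by 1.72 and 1.66, while in osteoblasts PER2 fell by 1.46 on 1 probe and changed by -0.18 on the other. The bone regulator RUNX2 fell 3.12-fold in adipocytes on 1 probe, another changing by -0.18 without a call, and the matrix protein SPP1, osteopontin, fell by 2.17 there and by 1.92 in chondrocytes. The nuclear receptor RORA rose by 1.99 in chondrocytes, with 3 of 4 probes called.

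Of the chondrocyte markers, which did not pass as a list in adipocytes or osteoblasts, COMP and FMOD rose in all 3 lineages. COMP rose by 4.44 in adipocytes, 4.47 in chondrocytes and 2.88 in osteoblasts, and FMOD by 3.35, 4.62 and 4.05.

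The numbers of genes called for T3 at the study's thresholds were 5 in adipocytes, 3 in chondrocytes and 22 in osteoblasts. They are lower than the values quoted from the study above. The numbers called for differentiation, 2606, 2020 and 1843 with 822 in common, were 1919, 1472 and 1285 with 592 in common without background correction. The former are higher than the values quoted from the study above, and the latter are closer to them. The study describes its values as background-subtracted, so that this closeness does not show how its counts arose. The counts here take 1 probe per gene, and the study does not state how it counted probes. Over all probes, with or without a gene name, T3 gave 27, 5 and 30 calls in adipocytes, chondrocytes and osteoblasts. Genes that changed 2-fold or more with T3 at any p numbered 15, 4 and 25. On these values neither counting probes nor another limit on p for genes reaches the T3 counts of the study. Without background correction the T3 counts were 0, 1 and 10, farther below those values.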
